# MicroRNA expression profiles of bovine milk exosomes in response to *Staphylococcus aureus* infection

**DOI:** 10.1186/s12864-015-2044-9

**Published:** 2015-10-16

**Authors:** Jiajie Sun, Kshama Aswath, Steven G. Schroeder, John D. Lippolis, Timothy A. Reinhardt, Tad S. Sonstegard

**Keywords:** Bovine, Exosome, Milk, miRNA, Mastitis

## Abstract

**Background:**

Milk exosomes are a rich source of microRNAs (miRNAs) that are protected from degradation. Ingestion of milk and subsequent absorption of miRNAs into recipient cells by endocytosis may play a role in the regulation of neonatal innate and adaptive immunity. In contrast, the miRNA content of milk exosomes may also be indicative of a lactating animal’s health; whereby, the presence or absence of specific miRNAs could serve as biomarkers for early detection of bacterial infection that can lead to mastitis. In the present study, we therefore analyzed and compared miRNA expression profiles of milk exosomes from four Holstein cows obtained during mid-lactation prior to and after infection (48 h) of the mammary gland with *Staphylococcus aureus*.

**Methods:**

Milk exosomes, purified from control and *S. aureus* infected cows, were extracted for RNA. Following preparation indexed libraries from both groups the samples were subjected to next generation sequencing.

**Results:**

Next generation sequencing of eight, unpooled small RNA libraries derived from milk exosomes produced about 60.5 million high-quality, bovine-specific sequence reads for comparison of miRNA expression between treatments. Sequence identity analysis showed the miRNAs make up about 13 % of the average RNA content of these exosomes. Although 417 known bovine miRNAs were identified, miRNAs represented the least diverse class of RNA accounting for only 1 % of all unique sequences. The 20 most prevalent unique sequences within this class accounted for about 90 % of the total miRNA-associated reads across samples. Non-annotated, unique reads provided evidence for another 303 previously unknown bovine miRNAs. Expression analyses found 14 known bovine microRNAs significantly differed in frequency between exosomes from infected and control animals.

**Conclusions:**

Our survey of miRNA expression from uninfected milk exosomes and those produced in response to infection provides new and comprehensive information supporting a role for delivery into milk of specific miRNAs involved in immune response. In particular, bta-miR-142-5p, and −223 are potential biomarkers for early detection of bacterial infection of the mammary gland. Additionally, 22 mammary-expressed genes involved in regulation of host immune processes and response to inflammation were identified as potential binding targets of the differentially expressed miRNAs.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-2044-9) contains supplementary material, which is available to authorized users.

## Background

MicroRNAs (miRNAs) are a class of endogenous non-coding small RNA molecules, typically 22 nucleotides in length, which bind primarily to the 3'UTR of target mRNAs to repress translation and/or accelerate the decay [1] of up to 30 % of all expressed transcripts [2]. Numerous studies have found roles for miRNAs in regulation of gene expression for important biological processes including cellular proliferation and differentiation, tissue development, and immune response. Of interest for our study, miRNAs help regulate the development of immune cells and modulate the innate and adaptive immune responses [3]. Some specific examples include the role of miR-150 in inhibiting synthesis of the transcription factor c-Myb to help regulate B-cell differentiation [4], and miR-126 targeting of insulin regulatory subunit-1 transcripts to positively control the fate of B-cells [5]. Similarly, miR-146a functions as a negative regulator of TNF receptor-associated factor 6 and Interleukin-1 receptor-associated kinase 1 transcripts during and/or after the innate immune system responds to a bacterial infection [6]. These examples demonstrate how microRNAs can exert some regulatory control of the immune system within a cell. More recent studies have shown that extracellular miRNAs stably present in body fluids through encapsulation into exosomes or microvesicles; may also play a significant role in intercellular communication during an immune response [7–9]. Therefore, the presence of specific miRNAs in exosomes may be indicative of various pathological conditions and provide biomarkers for detection of certain disease conditions [7].

Despite the recognized importance of miRNAs in host immune response to disease in humans and mice, their comparative roles in regulating the immune response of livestock are still in preliminary stages of study. Expression surveys of bovine miRNAs have been reported for embryos [10], muscle [11], adipose [12, 13], mammary gland [13], testicular and ovarian tissues [14–16], and various tissues involved in immune response [17]; but none of these reports have interrogated miRNA expression changes in response to infection. More recently, Lawless and colleagues reported two studies surveying miRNA expression changes in response to bacterial infection of a bovine cell line [18] and circulating monocytes from blood and milk [19]. In the latter report, bovine specific miRNAs were identified as amplifiers of monocyte inflammatory response networks and repressors of several metabolic pathways in response to *Staphylococcus uberis* (*S. uberis*) infection of the mammary gland.

Based on these findings and the hypothesis that exosomes may contain specific miRNAs indicative of infection means that characterizing the miRNA profile of bovine milk exosomes could provide further understanding of host immune response signaling during lactation. It is well known that human milk is the most essential nutritional source for infant health during postnatal development [20], containing nutrients that closely match infant requirements for brain development, growth, and a healthy immune system [21, 22]. In the past decade, many immune-related substances like secretory immunoglobulins, leukocytes, and antimicrobial factors such as lysozyme, lactoferrin, and oligosaccharides have been detected in milk [23]. More specific analyses of the exosome component of human milk found abundant immune-related proteins [24] as well as miRNAs [8, 9]. The presence of miRNAs has also been confirmed from cursory surveys of bovine [25–27] and porcine milk [28]. Taken together, the immune-related factors in milk exosomes could impart some pathogen resistance to the newborns lacking a fully developed immune system [29]. Some miRNAs may play a role in these effects [25, 26], since there is evidence that exosome miRNAs are readily absorbed within the neonate digestive tract after ingestion of milk [30].

Thus, the goal of our study was to comprehensively survey by deep sequencing the miRNA content of bovine milk exosomes derived from both healthy and infected mammary glands, and then attempt to identify if host response to infection significantly changes the content of specific miRNAs in exosomes. We chose to harvest exosomes from lactating Holstein cows challenged with *Staphylococcus aureus* (*S. aureus*); because Holsteins are the primary source of milk-related products consumed by humans globally, and *S. aureus* is a leading causative agent of bovine mastitis. Furthermore, identification of differentially expressed exosome miRNAs in this infection model serve as potential molecular targets for development of biomarkers assays to provide early detection of sub-clinical mastitis.

## Results and discussion

### Sequence analysis of milk exosome miRNAs

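Milk exosomes, membrane vesicles secreted into milk, came from 4 Holstein cows. Each animal gave 1 control library from milk taken before infection and 1 infected library from the same gland of the udder 48 h after infusion of S. aureus (2 days in the sample labels), so that the 8 libraries form 4 pairs. The paper's methods name TRIzol and a TruSeq kit for extraction and library construction, while the sample labels name other kits. The authors deposited, for each library, the number of reads counted for each known bovine miRNA name, without normalization. By the paper's methods, adaptors were trimmed with Cutadapt, short reads and low-quality reads were removed, and the remaining reads were aligned to bovine miRBase and counted with quantifier.pl of miRDeep2. The paper used 2 counting methods and the labels do not name the one behind the counts. In the paper's edgeR results, which rest on miRDeep2, 168 of 242 entries equalled the deposited counts times 1 factor per library. This argues for miRDeep2 as the source of the counts. Of the 230 miRNAs with 20 or more reads in the 8 libraries together, 226 also had a miRDeep2 total in Additional file 2A, and across these miRNAs, which are not independent replicates, the log10 totals had a Pearson r of 0.987.

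The control libraries held 166066, 86313, 37816 and 1209253 miRNA reads for animals 1 to 4, with a median of 126190. The infected libraries held 494021, 6145338, 520631 and 41542 reads, with a median of 507326. The largest library was 163 times as large as the smallest. No control or infected libraries were copies of one another, since every pair of libraries within a group differed by far more than sampling noise (lowest chi-square per degree of freedom 13.4).

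The libraries did not spell miRNA names in the same way. A total of 78 miRNAs were listed under more than 1 spelling (precursor or mature form, with or without the arm), and 73 of these never had 2 spellings in the same library. The spellings of a miRNA were therefore joined and the highest count of each library was kept, which left 371 miRNAs from 452 names with at least 1 read. Joining dropped the arm, so an arm printed in this text follows the paper's name and was not measured apart from the other arm. The joining was chosen after the names and counts had been seen and before any test. Counts were scaled by upper-quartile normalization, as in the paper's methods, and control and infected libraries were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 371 miRNAs.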

Next generation sequence analysis of the eight small RNA libraries derived from milk exosomes prior to (*N* = 4 control) and 48 h post *S. aureus* infection (*N* = 4 infected) yielded more than 76.4 million 36 nt sequences. After filtering, approximately 17.7 and 54.3 million high-quality sequence reads from the control and infected libraries were available for reference genome alignment, respectively (Additional file 1). The unbalanced read results between treatments was due to an intentional increase of sequencing coverage of the infection sample 2 library, which showed the rate of unique sequence discovery was reduced with additional depth of sequencing but still comparable to the other libraries with fewer sequence reads (Additional file 1 – last row). 

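Infected library 2 held 6145338 of the 8700980 miRNA reads, or 70.6% of all reads. A library can show a miRNA only if it gave reads, and 3 counts corresponded to 0.488 CPM (counts relative to 1000000 miRNA reads of the library) in infected library 2. The same 3 counts corresponded to 79.3 CPM in control library 3 and to 72.2 CPM in infected library 4, the smallest libraries. These floors cover counting error only, since reads amplified by PCR without molecular identifiers are not independent molecules. A total of 32 miRNAs had reads in infected library 2 and in none of the other libraries.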

In total, all reads represented about 1.8 million unique sequences, and SOAP alignment [31] to the bosTau6 reference genome assembly [32] resulted filtered this set of unique sequences down to 747,169 bovine specific sequences corresponding to about 60.5 million total sequences (84 % of total) for further analyses. Consistent with a previous report [17], the relatively high sequence depth (avg. of 80 reads per unique sequence) and multiple, unpooled samples (*N* = 8) provided enough replication for bona fide discovery of potentially novel miRNAs expressed from the bovine genome.

Sequence identities were assigned to the 747,169 unique sequences by alignments to Rfam and bovine-specific sequences within mirBAse, Repeat and Reference mRNA databases. 

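The miRNA reads of each library were set against the bovine-specific reads that Additional file 1 gives for it. Reads of both kinds come from different processing, so the miRNA reads may not be a part of the bovine-specific reads. Known miRNA made up 9.79% ± 9.06 (SD, n = 8 libraries) of the bovine-specific reads. The share was 4.95%, 2.48%, 1.22% and 19.5% in the control libraries of animals 1 to 4 and 7.24%, 19.4%, 22.4% and 1.20% in their infected libraries. The 95% Wilson interval was widest in infected library 3, from 22.3% to 22.4%, so counting error was small beside the spread between libraries. The mean was 7.04% ± 8.46 (SD, n = 4) in control and 12.5% ± 10.0 (SD, n = 4) in infected libraries, a difference within the spread between libraries (two-sided exact permutation test, p = 0.4). The share was higher after infection in 3 of 4 animals (exact sign-flip test within animals, p = 0.5). With the reads of all libraries pooled, so that infected library 2 had the largest weight, the share was 14.4%. With the paper's own SOAP miRNA reads, the share was 13.1% pooled and 8.35% ± 7.71 (SD, n = 8) as the mean of libraries.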

The average RNA content of milk exosomes based on alignments of mapped, annotated reads was approximately: 1) 58 % other non-coding RNA (mostly tRNA with some rRNA, snRNA and snoRNA – Additional file 1B), 2) 13 % known bovine miRNA, 3) 23 % repetitive sequences, 4) 1 % mRNA (unspliced and mature), and 5) 4 % non-annotated sequence (Additional file 1). Comparing the ratio of total sequence reads to unique sequences for each identity category revealed miRNA associated sequences were the least diverse class of RNA present in milk exosomes with mRNA and other non-coding RNA associated sequences having 500- and 50-fold more observed diversity, respectively. Because the purpose of this study was to characterize miRNA-associated sequences and attempts to identify bovine snoRNA and piRNA identities were hampered by lack of annotation for the bovine reference genome, none of the other categories of sequence were analyzed further. However, non-miRNA sequence data is available for future analyses through GEO accession GSE55144.

In order to examine the potential miRNA content of milk exosomes more deeply, the 4732 miRNA-associated unique sequences (<1 % of all unique RNA sequences) were clustered into homolog groups based on annotation of best match to miRBAse. 

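The deposited counts listed 452 names with at least 1 read in any library, which corresponded to 371 known miRNAs once the spellings of each miRNA were joined. Of these, 264 had at least 10 reads in all libraries together, and 125 had at least 1 read in every library. Between 155 (control library 3) and 331 miRNAs (infected library 2) were detected per library. When the reads of every library were drawn down at random to the 37810 of the smallest library, 249 miRNAs were detected in all. The number per library then lay between 152 and 169, with 158 ± 7.46 (SD, n = 4) in control and 163 ± 4.08 (SD, n = 4) in infected libraries. This difference was not larger than the spread between libraries (two-sided exact permutation test, p = 0.37).

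**Figure D1:**
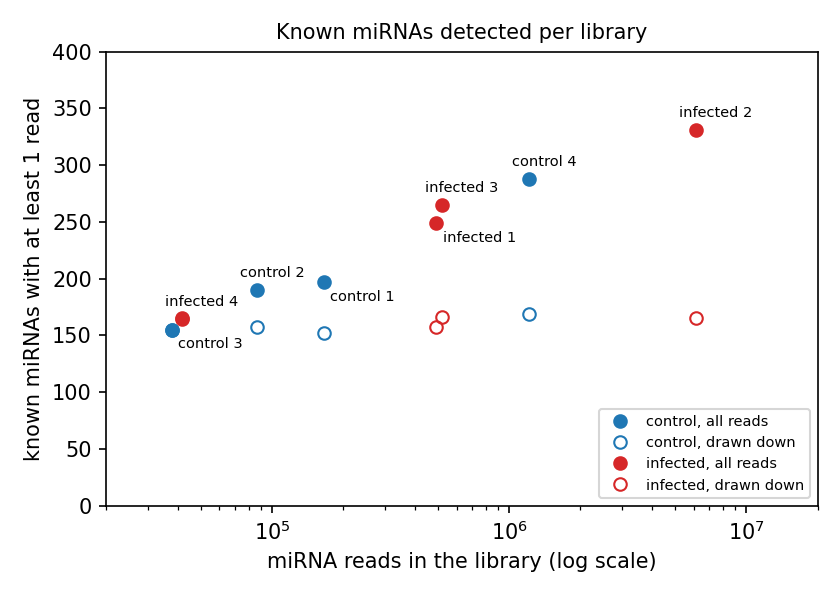
Known miRNAs with at least 1 read in each of the 8 libraries (y axis) against the miRNA reads of the library (x axis, log scale). Filled points show all reads, from 155 to 331 miRNAs, and open points show the same libraries drawn down to 37810 reads, from 152 to 169 miRNAs.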

Using SOAP and mirDeep2 [33] methods, identities of unique sequences could be assigned to 337 miRNA homolog groups corresponding to 376 miRNA loci and 411 miRNA homologs corresponding to 452 miRNA loci, respectively (Additional file 2A). The union of these two results yielded 417 known miRNAs corresponding to over 53 % of known bovine miRNAs in miRBase Release 19.

The reduction of 4732 unique sequences to a set of 417 homologs is most likely attributable to the presence of isomiRs, which are heterogeneous variants of canonical miRNA species [34]. This finding was supported by variation in sequence read length (1–5 nt) for some unique sequence alignments within a homolog groups (Additional file 3). However, miRNA length distribution analysis (Fig. 1) showed the highest count of miRNA-associated reads was 22 nt in length (40.14 %), and the majority of unique sequences reads ranged within the expected length of 21–23 nt. Interestingly, a significant portion of unique reads was also present in the length ranging from 18–20 nt. This result requires further investigation, but the length variation may be attributed to enzyme modifications and imprecise processing of primary or precursor miRNAs by Drosha and Dicer enzymes, such as RNA editing in miRNA-mediated gene silencing [35], 3'-editing [36], and degradation of microRNAs by a family of exonucleases [37].

**Fig. 1:**
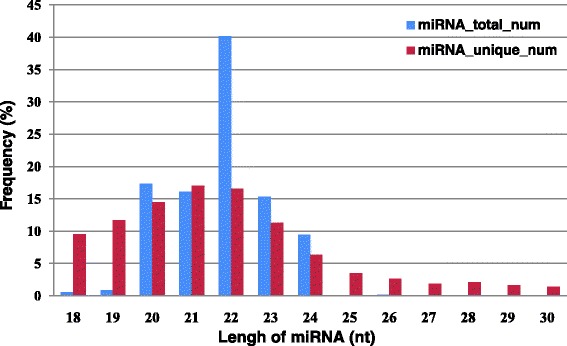
Distribution by length of mapped sequence reads. The distribution of mapped sequence reads from milk exosomes matching known bovine miRNAs found in miRBase binned by length (nt) and shown by percentage of unique (*red*) and total (*blue*) sequence read counts

Looking at diversity within the 417 miRNA homolog groups, the number of total sequences representing isomiRs ranged from one to hundreds. As expected, the most highly expressed isomiR usually corresponded to the bovine reference sequence in miRBase (Additional file 3). A total of 201 miRNAs were found to have at least one isomiR expressed at a level of ≥10 sequence reads and more than 1432 different isomiRs were identified in total. The group designated bta-mir-2904 had the highest diversity of isomiRs at a level of ≥10 sequence reads with counts of 106 variants at the 5' end and 102 variants at the 3' end. The presence of such miRNAs variants was previously suggested to be cell type specific, have functional differences, and vary in their response to biological stimuli [38]. In our dataset, about 38 % of the isomiRs were variant at the 5' end, which should change the seed sequence (2–7 nt at the 5' end), and thereby effect changes in target mRNA and possibly miRNA function [39]. Overall, these results fully illustrated that miRNA diversity in exosomes is greatly extended through the presence of multiple isomiRs, which is a result that cannot be elucidated by real-time PCR or microarray expression analyses.

After accounting for isomiRs, we evaluated the overall distribution of miRNA diversity based on homolog groupings. 

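In the deposited counts, miRNAs were ranked by the sum of their CPM (counts relative to 1000000 miRNA reads) over the 8 libraries. The 15 most prevalent miRNAs took 85.2% ± 1.91 (SD, n = 8 libraries) of the miRNA reads, between 82.4% and 87.9% per library. The most prevalent was miR-30a-5p with 26.0% ± 7.44 (SD, n = 8), followed by miR-148a with 14.3% ± 3.28, miR-22-3p with 7.09% ± 2.94 and miR-141 with 6.19% ± 3.54 (SD, n = 8 for each). All 15 were among the 15 most prevalent miRNAs by miRDeep2 in Additional file 2B, for which the paper's normalized reads give 75.7% by miRDeep2 and 87.6% by SOAP. The share of the 15 was 84.7% ± 1.97 (SD, n = 4) in control and 85.7% ± 1.97 (SD, n = 4) in infected libraries, which was not distinguishable (two-sided exact permutation test, p = 0.51). It was higher after infection in 4 of 4 animals (exact sign-flip test within animals, p = 0.125, the smallest p that 4 pairs allow). Pooling the reads of all libraries gave 86.5%, the largest change under any alternative.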

The 15 most prevalent miRNAs accounted for between 76-88 % of the total normalized sequence reads depending on analysis method, while the members of this list were nearly conserved between methods (Additional file 2B). Furthermore, eight of these miRNAs (miR-30a-5p, −148a, 22-3p, −141, −186, −26a, −181a and -27b) shared common ranking as top 10 expressed miRNAs when parsing the sequence data based on treatment (control and infected exosomes), suggesting these miRNAs could be important nutritional components of milk. 

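Ranked by mean CPM within each group, 8 miRNAs were among the top 10 of both the control and the infected libraries. Of the 8 miRNAs that the paper lists, 7 were among them. miR-30a-5p ranked 1 in both groups, with 28.5% ± 8.15 of the miRNA reads in control and 23.5% ± 6.78 in infected libraries (SD, n = 4 each). miR-148a ranked 2 in both, with 14.3% ± 1.92 and 14.4% ± 4.63. miR-22-3p ranked 3 in control and 4 in infected libraries, miR-26a ranked 6 and 5, and miR-186 ranked 7 in both. miR-141 moved from rank 5 with 3.85% ± 1.38 to rank 3 with 8.53% ± 3.57. miR-181a moved from rank 4 with 5.02% ± 1.07 to rank 10 with 2.79% ± 1.04. In edgeR's quasi-likelihood test without a block, neither change passed an adjusted p of 0.05 (miR-141, log2 fold change 1.01, standard error 0.42, adjusted p = 0.28, and miR-181a, log2 fold change -1.09, standard error 0.37, adjusted p = 0.18). With the animal as a replicate block, neither did (adjusted p = 0.065 and 0.053 from edgeR). miR-191 moved from rank 13 with 2.17% ± 1.15 to rank 6 with 5.22% ± 1.97 (SD, n = 4 each) and had higher CPM after infection in 4 of 4 animals. Its adjusted p from edgeR was 0.28 without the block (log2 fold change 1.09, standard error 0.46) and 0.017 with it (log2 fold change 1.16, standard error 0.34). miR-27b ranked 12 in control libraries with 2.17% ± 0.86 and 9 in infected libraries with 2.87% ± 0.88, and miR-21 ranked 8 in both groups with 3.40% ± 0.516 and 3.59% ± 1.64. From the shared ranking, the paper proposes that these miRNAs could be nutritional components of milk.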

Recently, similar miRNAs were found by sequencing of lactating caprine mammary gland [40, 41], bovine mammary epithelial cells [18], and porcine [28] and human [9] milk. In the latter two studies; miR-30a, −148a, −141 and -27b were also represented as the top 10 miRNAs. Previous miRNA expression studies using bovine mammary tissue [42, 43] or milk [26] also found miR-148a and -181a as significantly elevated during lactation, respectively. However, most of the miRNAs reported as elevated in mammary tissue during ovine and bovine lactation do not match the most prevalent miRNAs from exosomes [44]. Some of these differences could be because previous studies only profiled expression for a pre-selected subset of miRNAs, which did not overlap with our Top 10 list. However, miR-148a-3p, which accounted for ~18.6 % of the total miRNA associated sequence reads, has previously been suggested as a nutritional biomarker corresponding to the protein content of various bovine-derived milk products [26].

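A total of 1630252 reads were counted for miR-148a over the 8 libraries, which was 18.7% of all miRNA reads. Infected library 2 gave 1297637 of these reads, and without it the pooled share was 13.0%. The 95% Wilson interval of the pooled share, which covers counting error only, lay from 18.72% to 18.77%. Per library, the share of miR-148a was between 11.3% and 21.1%, with a mean of 14.3% ± 3.28 (SD, n = 8). It was 14.3% ± 1.92 (SD, n = 4) in control and 14.4% ± 4.63 (SD, n = 4) in infected libraries (two-sided exact permutation test, p = 1).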

Interestingly, feeding studies that have shown exogenous plant [45] or milk [30] miRNAs can be found in the sera and tissues and influence regulation of target genes in recipient animals. Combining the findings of these reports with the pleiotropic roles of the 10 most prevalent miRNAs in our study suggests the enrichment of specific miRNAs derived from mammary secretory cells may also influence development of the immune system of neonates. Specifically, the miR-30a-5p and -30d (members of the miR-30 family) are known to be involved in regulation of autophagy in cancer progression and treatment by suppressing the expression of *beclin 1* [46] and also cellular invasion and immunosuppression by targeting GalNAc transferase GALNT7 to increase synthesis of the immunosuppressive cytokine interleukin-10 [47]. Also widely studied for possible involvement in tumor progression, miR-148-3p has been shown to directly target the *TGIF2* gene in ovarian cancer [48], the drug metabolizing *PXR* gene in human cancer metastasis [49], and *CAND1* expression in human prostate cancer to promote prostate cell growth [50]. In the case of miR-27b, mRNA stability of PPARgamma is destabilized, which is often associated with chronic inflammatory diseases provoked by an immune response [51]. MiR-27b has also been found to be degraded by a viral transcript in lytic murine cytomegalovirus (MCMV) infection [52], further highlighting its role in immunity. Another prevalent milk miRNA, miR-181a, regulates T-cell selection by altering sensitivity to peptide antigens, which is partly achieved through the down regulation of multiple phosphatases that act as negative regulators of T cell receptor signaling [53]. Additional supporting evidence includes the roles of plasma miR-141 as a biomarker for colon cancers [54], miR-186 as a tumor-suppressor for the development and progression of lung adenocarcinoma [55], miR-26a in miRNA biogenesis to target *Lin28B* and *Zcchc11* as a suppression mechanism for tumor growth and metastasis [56], and miR-22 targeting of estrogen receptor α mRNA to inhibit estrogen signaling associated with some forms of breast cancer [57]. Finally, miR-191, a well characterized oncogenesis-related miRNA, is a biomarker of colorectal cancer [58], primary effusion lymphoma [59], and hepatocellular carcinoma [60]. Even though there is compelling evidence that the most prevalent miRNAs in our study could potentially exert an influence on immune response, the specific functional roles of each miRNA needs further detailed investigations to obtain a thorough understanding of the specific targets and mechanistic effects of consumption of miRNA-loaded bovine milk exosomes by a recipient animal. This is especially relevant considering that effects of microRNA consumption are still not well validated [61].

### Novel miRNA discovery

After assignment of sequence identities by various alignments (Additional file 1), nearly 38 % of all unique sequences had no identity or were considered non-annotated. A mireap analysis [62] of these sequences identified 562 potentially novel bovine miRNAs corresponding to 593 genomic loci (Additional file 4A). Interestingly, the total read counts for each of these potential miRNAs were much lower on average than for those matching known bovine miRs already present in miRBase. For instance, there were only 57 unique sequences with a total read count >100, and many of our initial novel miRNAs (N = 259) had read counts <10. Because known miRNAs use as little as 6–8 nucleotides on the 5' end to recognize target mRNAs [63, 64], the sequence of this seed region for the potentially novel miRNAs was compared to those seed regions found among 25,141 miRNAs in miRBase. A total 88.6 % of novel miRNAs had a seed sequence identical to those reported for known mature miRNAs, and this sequence conservation supports functionality for many of the miRNAs predicted by mireap analysis of non-annotated reads.

After removing the 259 unique sequences with <10 total reads counts, the remaining 303 unique sequences were also aligned to miRBase using BLAST. Only three unique sequences had 100 % identity with known miRNAs found exclusively in other species (eca-miR-1842, dre-miR-1388-5p, mmu-miR-219c-3p). In addition, 24 and 23 unique non-annotated sequences had significant homology with the bta-mir-2285 and bta-mir-2284 families, respectively (Additional file 4B). These results were consistent with a previous report that mir-2285 and −2284 families had possibly over 40 members spanning the entire bovine genome [65]. Although we are confident these analyses identified previously undiscovered bovine miRNAs, none of these sequences were used for the differential expression analyses between exosomes from control and infected milk.

### Differentially expressed miRNAs in response to *S. aureus* infection

Compared to previous NGS studies investigating the milk miRNAs in bovine [26], porcine [28] and human [9], we generated sequence reads from unpooled miRNA libraries corresponding to individual animal replicates under different treatment (pre- and post-infection). This allowed exploration of statistically significant changes in miRNA content of milk exosomes in early response to *S. aureus* infection of the mammary gland. A separation of control (pre-infection) from infected samples was confirmed by principal component analysis (PCA) of the normalized sequence reads representing the 417 miRNA homolog clusters (Fig. 2). 

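Principal components were computed from log2 of the upper-quartile normalized reads (CPM), with a pseudocount of 1, over the 371 miRNAs of the deposited counts, centred and not scaled. On PC1, the control libraries of animals 1 to 4 scored 16.8, 11.2, 13.5 and -1.24 and the infected libraries -7.81, -7.25, -6.33 and -18.9, so that every control library lay above every infected library (two-sided exact permutation test, p = 0.029, the smallest p that 4 libraries against 4 allow). The scores on PC2 did not differ between the groups (two-sided exact permutation test, p = 0.74). On PC1 and PC2 together, the ratio of the sum of squares between groups to that within groups was 0.73, the largest of the 35 splits of the 8 libraries into 4 and 4 (exact permutation test, p = 0.029). Without a log, the ratio was 0.145 and 15 of the 35 splits gave one as large (exact permutation test, p = 0.43). From its PCA, the paper concludes that control and infected samples separate.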

PC1 explained 55.17 % of the overall miRNA expression variability, whereas PC2 explained 28.51 % of the variability.

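In the log2 reads of the 371 miRNAs, PC1 explained 26.3% and PC2 21.1% of the variance between the 8 libraries, and PC3 explained 17.4%. In the normalized reads without a log, where the few most prevalent miRNAs carry most of the variance, PC1 explained 75.9% and PC2 11.9%. In the log2 reads with every library drawn down to 37810 reads, the shares were 20.7% and 17.1%. The paper's text does not state whether its reads were on a log scale.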

**Fig. 2:**
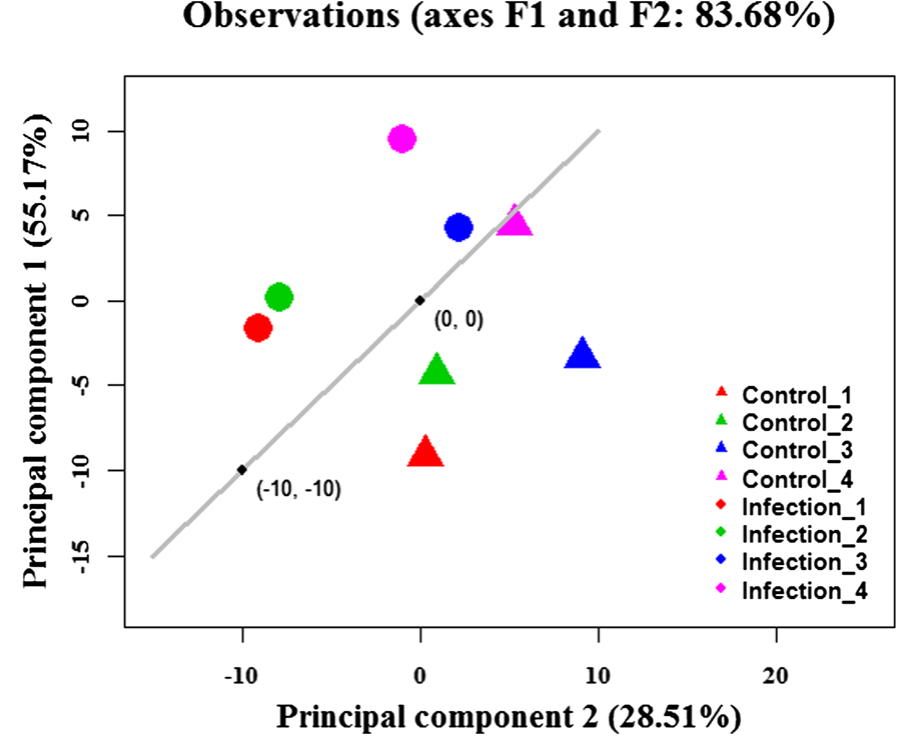
Principal component analysis of mapped reads by animal. Principal component analysis of the mapped sequence reads matching known bovine miRNAs from the eight individual libraries. Control represents sequences from non-infected milk exosome libraries and Infection represents those from infected quarters of the same animals 48 h post-infection

The primary differential expression (DE) analysis was done using EdgeR and compared expression values of the unique miRNAs as determined by miRDeep2 normalization (Additional file 5). This approach detected a total of 14 DE miRNAs (Table 1). 

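The paper's methods give upper-quartile normalization, all miRNAs with at least 1 read and a Benjamini-Hochberg corrected P value. These choices were kept here, with the quasi-likelihood test of a later edgeR version than the paper's and with joined spellings. The upper-quartile normalization factors, which multiply the library sizes, lay between 0.637 (control library 1) and 1.21 (control library 3). In Additional file 5, 168 of 242 entries equalled the deposited counts times 1 factor per library. These factors were not those used here, as a read in control library 3 weighed 3.68 times as much as one in control library 1 in Additional file 5 and 2.31 times as much here. Counts simulated from the means and sizes of these libraries were used to test the procedure without a block. They had the same dispersion for every miRNA and no effect of animal, library composition or spelling. False calls from these sources are therefore not covered. With no miRNA changed, the procedure made 0 calls in 3 simulated data sets. With 40 miRNAs changed 4-fold, 19.2% were recovered at an adjusted p under 0.05, and 37.5% of those above 100 CPM. With 40 miRNAs changed 16-fold, 69.2% were recovered and 8.79% of the calls were false.

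The pairing of control and infected libraries by animal is taken from the labels and the paper. Over the 137 miRNAs with at least 10 reads in at least 4 libraries, the deviations of the 2 libraries of the same animal from their group means had a mean correlation of 0.22, between -0.0034 and 0.34. For libraries of different animals, the mean was -0.074, between -0.28 and 0.14. Since each group was centred on its mean, a positive mean within animals makes the mean between animals negative. Of the 24 ways to pair control with infected libraries, the pairing of the labels gave the highest mean correlation (exact permutation test chosen after the data had been seen, p = 0.042, the smallest that 24 pairings allow). The comparison was also made with the animal as a replicate block.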

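At an adjusted p under 0.05, edgeR's quasi-likelihood test called 5 of 371 miRNAs, 4 higher and 1 lower in infected libraries, and 50 had an unadjusted p under 0.05. With the animal as a replicate block, 16 miRNAs were called, 8 higher and 8 lower, and 60 had an unadjusted p under 0.05. For miR-181a the block changed the standard error little (0.37 without, 0.34 with), yet its unadjusted p from edgeR fell from 0.0096 to 0.0025. The fit with the block was not run on simulated counts, so its rate of false calls is unknown. Its smallest adjusted p (3.0e-20 from edgeR) was that of miR-339a, whose reads may be listed under another name. When the bovine-specific reads of Additional file 1 replaced the miRNA reads as library size, 0 miRNAs were called and 17 had an unadjusted p under 0.05.

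All 14 miRNAs of Table 1 changed in the paper's direction, 7 up and 7 down. A total of 13 had an unadjusted p under 0.05, 4 had an adjusted p under 0.05, and 8 did with the animal as a replicate block. The 4 without the block were miR-142-5p (log2 fold change 6.45, standard error 0.88, adjusted p = 0.00043 from edgeR), miR-223 (8.89, standard error 1.71, adjusted p = 0.021 from edgeR), miR-183 (2.54, standard error 0.58, adjusted p = 0.037 from edgeR) and miR-1246 (5.54, standard error 1.32, adjusted p = 0.045 from edgeR). Over the 8 fits that each left out 1 library, miR-142-5p stayed under 0.05 in 8, miR-223 in 7, miR-183 in 4 and miR-1246 in 1. The log2 fold change of miR-142-5p ranged from 5.71 to 11.06 over these fits. It was highest without control library 4, which held all of its 5 control reads, so its size is uncertain. miR-1246 had 154 reads in all, of which 1 was in the control libraries. The paper's totals for miR-1246 were 222 reads by miRDeep2 and 1 by SOAP, so the reads behind this call depend on the counting method.

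The fifth call was miR-339a (log2 fold change -10.03, adjusted p = 0.021 from edgeR), which is not in Table 1. It had 38 reads in control libraries 1 to 3 and 0 in the other libraries. Its family member miR-339b was listed in all 8 libraries, with 5, 6 and 3 reads in control libraries 1 to 3, and the 2 members counted together had a log2 fold change of -0.12 (standard error 0.59).

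The 4 further miRNAs of Table 1 called with the animal as a replicate block were miR-99a-5p (adjusted p = 4.3e-05), miR-101 (adjusted p = 0.0024), miR-181b (adjusted p = 0.0033) and miR-99b (adjusted p = 0.0048, all from edgeR with the block). Without the block, miR-99a-5p rose by a log2 fold change of 1.73 (standard error 0.45, adjusted p = 0.069 from edgeR), from 887 ± 434 to 2973 ± 963 normalized CPM (SD, n = 4). miR-101 fell by 1.45 on the log2 scale (standard error 0.39, adjusted p = 0.079 from edgeR), from 4634 ± 1889 to 1691 ± 500.1 (SD, n = 4). miR-181b fell by 1.48 on the log2 scale (standard error 0.40, adjusted p = 0.079 from edgeR). The other 7, with miR-99b among them, had adjusted p values between 0.15 and 0.73 from edgeR without the block. miR-502b, whose reads the authors' counting could have split with its family member miR-502a, had a log2 fold change of -0.63 (standard error 0.79). Its reads were listed as bta-mir-502b (53 control and 8 infected reads) and as bta-miR-502b (7 control and 378 infected reads), which were joined here. miR-296-5p (88 reads) and miR-378b (57 reads) were the 2 with fewer than 100 reads in all libraries together. The paper's totals for miR-378b were 57 reads by miRDeep2 and 2 by SOAP. With 0 reads ranked lowest, every infected library lay above every control library in 4 of the 14 and below in 5 (for each, two-sided exact permutation test, p = 0.029, before any correction for 14 miRNAs). For miR-223, miR-1246, miR-296-5p, miR-378b and miR-2285g-3p this order rests on libraries with 0 reads and is not established.

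**Figure D2:**
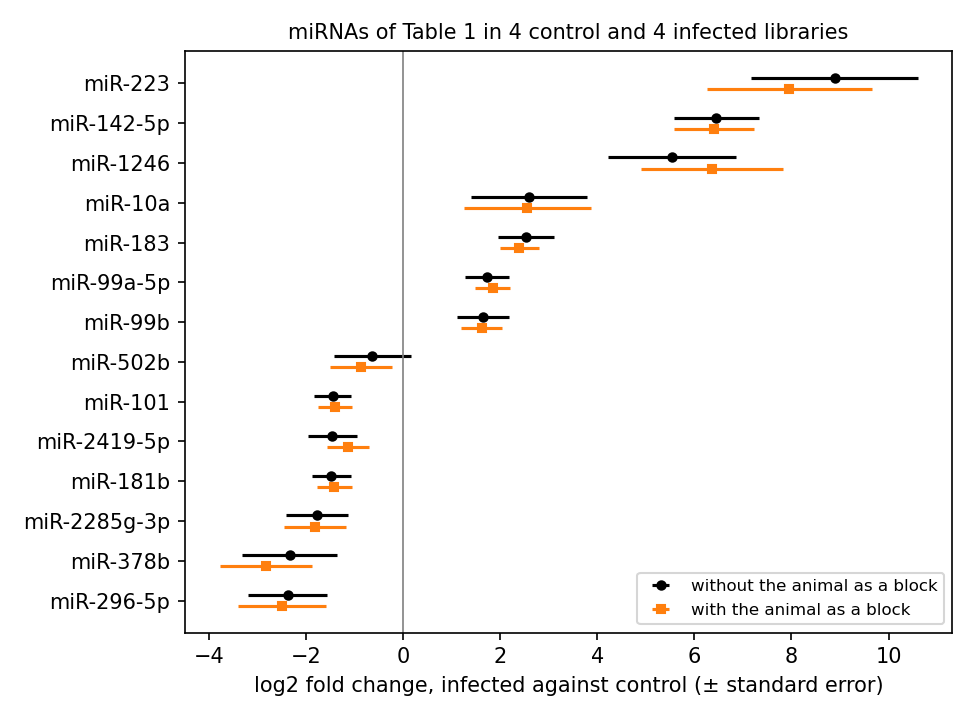
log2 fold change of the 14 miRNAs of Table 1 in infected against control libraries (x axis) from edgeR. Circles are without the animal as a block and squares with it. Bars show the standard error derived from the F statistic. The largest rise is miR-223 at 8.89 and the largest fall is miR-296-5p at -2.38, without the block. miR-223 has 0 control reads, and its rank depends on the fit. miR-142-5p rose more with DESeq2 (6.44 against 5.61) and after drawing down (5.91 against 4.62).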

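The normalized reads of the 14 miRNAs of Table 1 were clustered with the paper's settings, the Canberra distance and Ward linkage, and divided into 2 clusters. All 8 libraries fell in the cluster of their own group. With TMM in place of upper-quartile normalization, 7 of the 8 did, and infected library 3 fell with the control libraries. The 14 miRNAs were chosen by the paper for differing between these libraries, so the clustering is not an independent test. The infection statistics in Additional file 6 are the paper's values. They give 0 colony forming units of S. aureus per ml in all 4 control samples and 2050, 4700, 870 and 11200 in the infected samples of animals 1 to 4. Somatic cell counts were 10000, 25000, 6000 and 21000 before infection and 4960000, 4870000, 5580000 and 3650000 after it. From the heat map, the paper states that infected and control samples cluster apart, as their infection statistics do.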

Heatmap analysis of these 14 DE microRNAs shows the clustering of infected from control samples (Fig. 3), ageing with the infection challenge statistics of these animals (Additional file 6).

**Table 1:** Known Bovine miRNAs with Significant Changes in Exosome Content in Response to Infection

miRNA name	*P* Value^a^	Change Relative to Control	Fold Change
bta-miR-142-5p	8.86E-08^c^	UP	263
bta-miR-296-5p	6.70E-05	DOWN	ND^b^
bta-miR-223	1.39E-04^c^	UP	ND^b^
bta-miR-1246	1.23E-03	UP	196
bta-miR-183	2.31E-03^c^	UP	6
bta-miR-502b	8.84E-03	DOWN	−13
bta-miR-378b	1.60E-02	DOWN	−10
bta-miR-2285 g-3p	1.73E-02^c^	DOWN	−4
bta-miR-99a-5p	1.93E-02^c^	UP	3
bta-miR-181b	2.25E-02	DOWN	−3
bta-miR-101	2.73E-02^c^	DOWN	−3
bta-miR-10a	2.87E-02	UP	15
bta-miR-99b	3.66E-02	UP	3
bta-miR-2419-5p	4.86E-02	DOWN	−3

^a^P Value Determined by EdgeR Analysis of Upper Quartile Normalized Sequence Reads corresponding to Bovine miRNA Homolog Groups

^b^bta-miR-296-5p was not present in infection samples and bta-miR-223 was not present in control samples

^c^Also significant by SOAP analysis

**Fig. 3:**
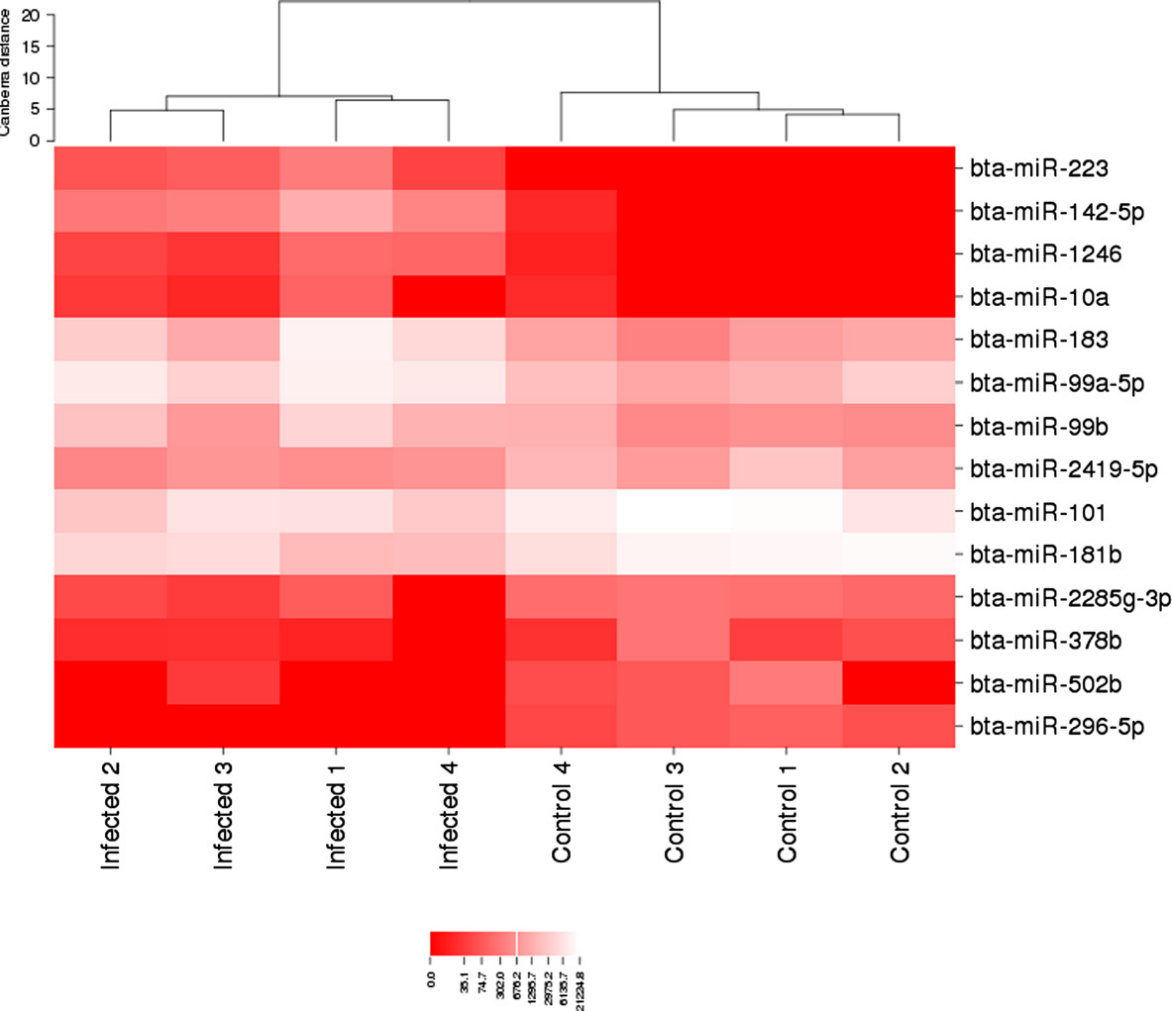
Heatmap of differentially expressed miRNA. Heatmap of 14 differentially expressed miRNAs (*P* < 0.05) between infected and non-infected as determined by miRDeep2 analysis of normalized sequence reads corresponding to known bovine miRNAs. Note: IN = Infected sample; C = Control or non-infected sample

As a comparison to the EdgeR analysis, a differential expression analysis was also done by SOAP (Additional file 7), and six common miRNAs (bta-miR-101, −142-5p, −183, −2285 g-3p, −223 and -99a-5p) with differential presence in milk exosomes between uninfected and infected animals were identified (Table 1).

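The paper's second analysis compares the 2 libraries of each animal. A test of this kind was run on the deposited counts, with CPM of the miRNA reads, 0 reads set to 1 CPM, at least a 2-fold change and a p under 0.01 in the exact Audic-Claverie test in each of the 4 animals. Read counts and library totals entered the test here, whereas the formula in the paper's methods takes normalized expression, so the p values are not those of the paper's formula. Such a test compares 2 libraries and not the conditions. It called 4 miRNAs, all in Table 1 and all among the 6 that the paper lists. miR-142-5p rose 52.4-fold in animal 4. It had 443, 125 and 154 CPM in the infected libraries of animals 1 to 3 and 0 reads in their control libraries, where 3 counts correspond to 18.1, 34.8 and 79.3 CPM. Its fold change there depends on the 1 CPM set for 0 reads, and in animal 3 a 2-fold change was not detectable. miR-183 rose 12.3-fold, 4.21-fold, 3.57-fold and 5.56-fold, and miR-99a-5p 5.54-fold, 2.92-fold, 5.31-fold and 3.13-fold. miR-101 had ratios of infected to control of 0.439, 0.497, 0.358 and 0.395.

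The remaining 2 of the 6 did not pass. miR-223 had 0 reads in every control library and 55, 182, 20 and 1 reads in the infected libraries, with exact Audic-Claverie p values of 2.4e-07, 0.16, 0.49 and 0.066. miR-2285g-3p had ratios of 0.397, 0.565, 0.218 and 0.0125, with exact Audic-Claverie p values of 0.023, 0.16, 0.018 and 0.073, and the last ratio rests on 0 reads in infected library 4. With reads scaled by all high-quality reads of Additional file 1, as the formula in the paper's methods has it, 0 miRNAs passed in all 4 animals. The values of Additional file 7 are not scaled in that way. Leaving out infected library 2, where the decimals given do not suffice, 93.2% of 1300 values were whole reads with the SOAP miRNA reads of Additional file 1 as the total, and 3.92% with the high-quality reads. With the 2-fold change alone and no p, 11 passed, of which 8 were in Table 1, and this number includes miRNAs with 0 control reads set to 1 CPM.

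In the bosTau6 coordinates of Additional file 2A, miR-183 (UAUGGCACUGGUAGAAUUCACUG) lies on chromosome 4 from 94411433 to 94411495, miR-99a-5p (AACCCGUAGAUCCGAUCUUGU) on chromosome 1 from 19931193 to 19931253, and miR-101 (UACAGUACUGUGAUAACUGAA) on chromosome 8 from 39940840 to 39940899, all on the minus strand. In the RefSeq annotation of the later ARS-UCD2.0 assembly, no other gene is listed at MIR183, and a long non-coding RNA gene is listed at MIR99A. Of the 2 loci of miR-101, the one on chromosome 8 lies within the protein-coding gene RCL1.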

Comparing our DE miRNA results from milk to previously reported changes in bovine mammary-derived miRNA expression revealed observations in support of our findings. 

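miR-142-5p (CAUAAAGUAGAAAGCACUAC) lies on chromosome 19 of bosTau6 from 9527315 to 9527378, on the minus strand, in the coordinates of Additional file 2A. It had 0, 0, 0 and 5 reads in the control libraries and 219, 770, 80 and 9 reads in the infected libraries of animals 1 to 4. After upper-quartile normalization this was 0.88 ± 1.76 CPM (SD, n = 4) in control and 233 ± 173 CPM (SD, n = 4) in infected libraries. miR-223 (UGUCAGUUUGUCAAAUACCCCA) lies on chromosome X from 99936324 to 99936388, on the minus strand. It had no reads in the control libraries and 51.6 ± 47.8 normalized CPM (SD, n = 4) in the infected libraries. The smallest value that 3 counts can show was 2.48 CPM in control library 4 and between 18.1 and 79.3 CPM in control libraries 1 to 3, while miR-223 had 111, 29.6, 38.4 and 24.1 CPM of the miRNA reads in the infected libraries of animals 1 to 4. In animals 2 and 3 the infected level therefore lay under what the control library of the same animal can show (34.8 and 79.3 CPM), and the rise was not detectable in these animals on their own. In animal 4 the infected level rests on 1 read, under the 72.2 CPM of 3 counts there, so its rise was not detectable either. For miR-142-5p, every infected library lay above every control library (two-sided exact permutation test, p = 0.029, the smallest p that 4 libraries against 4 allow) and above what 3 counts can show in each control library. For miR-223 such an order was not detectable. In the RefSeq annotation of the later ARS-UCD2.0 assembly, MIR142 overlaps the protein-coding gene TSPOAP1 and MIR223 overlaps the protein-coding gene VSIG4, and a long non-coding RNA gene is listed at each.

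**Figure D3:**
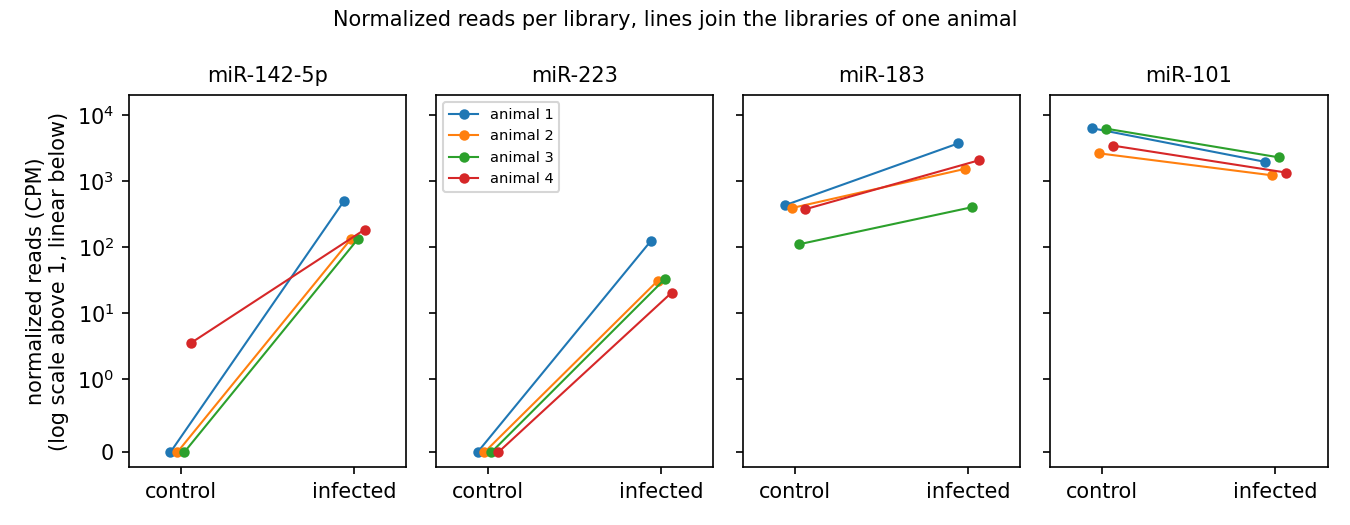
Upper-quartile normalized reads in CPM (y axis, log scale above 1 and linear below) of miR-142-5p, miR-223, miR-183 and miR-101 in the control and infected library of each animal, joined by a line. miR-223 is at 0 in all 4 control libraries and between 20.3 and 123 in the infected libraries, and miR-101 falls in all 4 animals.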

For example, we detected increases of bta-miR-142-5p and −223 in milk exosomes 48 h post-infection, while both lactating mammary epithelium [66] and bovine monocytes [19] under infection challenge with *S. uberis* also were found to increase levels of miR-223. Other reports surveying bovine milk [26, 27] found higher levels of miR-223 in colostrum possibly in support of increased immunity for early neonates or the mammary gland during a period of higher susceptibility (post-partum) to bacterial infection. Lawless and colleagues also found significant increases in miR-142-5p in mammary monocytes post-infection [19]. 

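In the infected libraries, miR-142-5p took 0.0235% ± 0.0144 (SD, n = 4) of the miRNA reads and ranked 85 of 356 detected miRNAs by mean CPM. miR-223 took 0.00509% ± 0.00408 (SD, n = 4) and ranked 128. The most prevalent miRNA of the infected libraries, miR-30a-5p, took 23.5% ± 6.78 (SD, n = 4), which was 1001 times the mean share of miR-142-5p and 4621 times that of miR-223. miR-183 ranked 37 in infected libraries with 0.193% ± 0.124 and miR-99a-5p ranked 28 with 0.308% ± 0.0883 (SD, n = 4 each). From the low relative levels, the paper proposes that a subset of the cells responding to infection contributes these RNAs to milk.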

The cellular source of increases in our results, mammary epithelium or monocytes or both, remains to be determined; however, the lower levels of relative expression in comparison to the most prevalent miRNAs in exosomes suggests only a subset of cells responding to infection are contributing these RNAs to milk. 

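miR-15b (UAGCAGCACAUCAUGGUUUACA, chromosome 1 of bosTau6 from 107923398 to 107923457 in Additional file 2A) had 2, 2, 0 and 48 reads in the control libraries and 24, 249, 28 and 0 reads in the infected libraries of animals 1 to 4. The log2 ratio of CPM was 2.01 in animal 1 and 0.81 in animal 2, each with 2 control reads (exact Audic-Claverie p values of 0.050 and 0.65). In animals 3 and 4 the direction was not detectable, since the library with 0 reads could not show the level of the other library (53.8 CPM against 79.3 CPM for 3 counts in animal 3, and 39.7 against 72.2 in animal 4). In edgeR's quasi-likelihood test its log2 fold change was 0.75 (standard error 0.74, adjusted p = 0.65). The paper's SOAP values in Additional file 7 list it as up in animals 1 to 3 and down in animal 4.

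With spellings joined, the counts of miR-193a were 7, 4, 35 and 312 in the control libraries and 24, 205, 73 and 2 in the infected libraries. They were listed as miR-193a-5p, except for the 7 reads of control library 1, which were listed without an arm. In Additional file 2A the miRDeep2 total was 747 for miR-193a-3p and 89 for miR-193a-5p. In CPM, the counts were 42.2, 46.3, 926 and 258 in the control libraries and 48.6, 33.4, 140.3 and 48.2 in the infected libraries of animals 1 to 4. Additional file 7 gives 36.77, 43.59, 943.11 and 259.53 before and 47.71, 33.84, 133.22 and 27.53 after infection for miR-193a-3p, but 7.35, 1, 30.42 and 3.87 before and 18.17, 11.45, 4.93 and 1 after it for miR-193a-5p. The joined counts thus follow miR-193a-3p, and miR-193a-5p was not measured apart from it. The log2 ratio was 0.20 in animal 1, -0.47 in animal 2, -2.72 in animal 3 and -2.42 in animal 4, and the log2 fold change from edgeR was -2.05 (standard error 0.76, adjusted p = 0.22). The paper's Additional file 7 lists miR-193a-5p as up in animals 1 and 2 and down in animals 3 and 4, and miR-193a-3p as down in animals 3 and 4 only.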

The decreases in -15b, and -193a-5p found only using SOAP analysis are supported by similar findings in mammary epithelium [66] and monocytes [19], respectively. In contrast, we did not find any expression of bta-miR-2898, which was previously found to be upregulated in response to bacterial infection of mammary gland, where a potential role as a modulator of immune response was supported through differential regulation of A2M transcript binding [67].

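No read was counted for bta-miR-2898 in any of the 8 libraries, which held 8700980 miRNA reads together. Over all libraries, 3 counts corresponded to 0.345 CPM. Per library, the smallest value that 3 counts can show ranged from 0.488 CPM in infected library 2 to 79.3 CPM in control library 3, so a low level was not detectable in the smaller libraries.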

Regarding the roles of these miRNAs in immune response, a previous study demonstrated elevated miR-142 in systemic lupus erythematosus patients compared to healthy controls [68]. MiR-142 has also been shown to be abundant in T cells [69], which implied its role as an immune-relevant miRNA while its function remains unclear. On the other hand, miR-223 has a potential role in balancing metabolism and immune response during infection [19], as previous bioinformatic analysis provides support for its importance in down-regulating lipid metabolism [66]; a process very important during milk production. Beyond its role in response to mammary infection in cattle, miR-223 was also recently reported to regulate granulopoiesis [70]. In spite of the limited knowledge of milk enriched miRNAs in response to bacterial infection, our results present significant information about highly expressed miRNAs in bovine milk exosomes from healthy and infected animals, and provides specific miRNAs that can be targeted for biomarker development as a potential means for early diagnostic detection of sub-clinical mastitis.

### Prediction and analysis of target genes

A total of 7961 unique genes were predicted by RNAhybrid to be targeted based by the six DE miRNAs found in common between both analysis methods (bta-miR-101, −142-5p, −183, −2285 g-3p, −223 and -99a-5p). Of these, 4511 genes were predicted to be targeted by up-regulated miRNAs; 1500 were targeted by down-regulated miRNAs; and 1950 were targeted by both up and down-regulated miRNAs (Additional file 8). Because many of these target mRNAs may not actually be expressed during lactation, we filtered our candidate list of 7961 genes for mammary specific genes by only selecting those encoding proteins identified in previous reports [71, 72]. From this reduced list of 2350 genes encoding mammary derived protein found in exosomes, a total of 219 overlapping target genes were identified (Additional file 9A). DAVID analysis results showed 11 Biological Processes GO terms for 22 genes, which were significantly related to host immune processes and inflammation (Additional file 9B). We therefore hypothesized that differentially expressed miRNAs can target sequences in these 22 genes to regulate the immune responses with *S. aureus* infection. This new knowledge of milk miRNA expression between healthy cows and cows with mastitis will provide information important for the immune function in the mammary gland.

## Conclusions

In conclusion, we have comprehensively analyzed the RNA content of milk exosomes from infected and uninfected animals using next generation sequencing to identify 417 known bovine miRNAs and 303 novel candidate miRNAs. Expression analyses identified six miRNAs that were significantly differentially present in exosomes in response to bacterial infection of the mammary gland, and provided two promising targets in bta-miR-142a and −223 for biomarker development of bacterial infection. Overall, this study expands the repertoire of bovine miRNAs and provides some specificity for the most prevalent miRNAs in milk, which may have effects on downstream gene expression through ingestion.

## Methods

### Milk exosomes collection

The United States Department of Agriculture (USDA), Agricultural Research Service (ARS), National Animal Disease Center (NADC) animal care and use committee approved all experimental animal procedures used in this study. No human subjects or data were used in this study. Milk exosomes were derived from Holstein cows (*N* = 4) housed at the NADC. Prior to infection all cows were healthy, and milk was confirmed free of bacteria. The exosome isolation methods and *S. aureus* challenge parameters were described previously for a proteome study of milk exosomes [72]. Briefly, control milk was aseptically collected from each quarter during mid-lactation (90 days in milk) and infected samples were collected 48 h post-infection from the matching quarter infused with approximately 400 colony forming units (CFU) of *S. aureus* (Newbolt strain) suspended in 10 ml of PBS. The crude exosomes were purified by sucrose gradient centrifugation and filtration [71]. The *S. aureus* infections were confirmed as previously described [72] and are summarized in Additional file 6.

### Small RNA library sequence analysis

Total RNA was extracted from pelleted exosomes using the manufacturer’s protocol for TRIzol® Reagent (Life Technologies, Carlsbad, CA, USA). Presence of post-extraction RNA was assessed by using a RNA 6000 pico assay run an Agilent Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA). Eight Illumina-indexed libraries (four representing milk exosomes prior to infection and four from *S. aureus* infected samples 48 h post-infection) were constructed with an Illumina TruSeq small RNA library kit according to the manufacturers’ protocol (Illumina, Inc., San Diego, CA), which included size selection of the final library amplicons. All small RNA libraries were subjected to quality and purity check using Agilent’s 7500 DNA Bioanalyzer assay (Agilent Technologies, Santa Clara, CA, USA) and Qubit Fluorometric Quantitation (Life Technologies, Carlsbad, CA, USA). Quantitated libraries were diluted to 1 nM concentration and equal volumes were mixed for multiplex sequence analysis, and diluted to a final of 5 uM concentration for clustering on a Truseq flow-cell prior to analysis by single end sequencing (40 nt) on Illumina Genome Analyzer II.

Preliminary quality control analysis of the eight Fastq files generated using the FastQC package v0.10.0 [73] aimed to filter low quality short reads, remove poly A, trim 3'/5' adapter, and format into non-redundant Fasta files. Cutadapt v1.3 [74] was implemented to trim 3'/5' adaptor sequences, and reads less than 18 nt were removed from the dataset for analysis. The occurrence of each unique sequence read was tallied (Additional file 1). All unique sequence tags that passed through the above filtering criteria were mapped onto the bosTau6 version of the bovine reference genome assembly [32] using the SOAP algorithm [31] allowing up to 3 bp mismatches to detect isomiRs. Uniquely mapped tag sequences were aligned against Rfam v11.0, bovine miRNAs in miRBase v19.0, repeat database produced by RepeatMasker [75] and the coding genes of the reference genome [76]. Based on the annotation of the best matches, these unique sequences were classified as other non-coding RNA, known miRNA, genomic repeats or degradation products of mRNA. Sequences that mapped to the reference genome, but did not fit any of the above annotation categories were classified as ‘non-annotated’ reads.

A second method of data processing, named “miRDeep2-method” [29], was also used with some improvements. Under this method, Trimmed reads were then further filtered using Sickle [77] to remove low quality sequences with quality values <20. Reads that successfully passed filtering were aligned to the bovine miRBase v19.0 using miRDeep v2.0.0.5 with a Perl script “quantifier.pl”. All miRNAseq data was submitted to the NCBI Gene Expression Omnibus (GEO) database with the experiment series accession number GSE55144.

### miRNA expression analysis

To compare differentially expressed miRNAs between multiple samples through the miRDeep2-method, read count of each identified miRNA was normalized between libraries using upper-quartile normalization [78]. The R v3.0.2 Bioconductor package EdgeR v2.4.6 [79] was used to identify statistically differentially expressed miRNAs. Those miRNAs expressed at least once in control or infected samples were considered for further analysis. Differentially expressed miRNAs were defined as having a Benjamini and Hochberg corrected *P* value <0.05 [80]. The heat map of the differentially expressed miRNAs was generated using Cimminer [81] under the Canberra and Ward settings for Distance Method and Cluster Algorithm settings, respectively.

As a secondary validation analysis using SOAP [31], count data was individually normalized across 8 libraries using the formula: normalized expression (NE) = actual miRNA count/total count of clean reads × 10^6^ using SOAP. *P*-values were calculated from the normalized expression [82] in each replicate group compared between control and infected samples by:

$$ P\left(x\Big|y\right)={\left(\frac{N_{{}^2}}{N_1}\right)}^y\frac{\left(x+y\right)!}{x!y!{\left(1+\frac{N_2}{N_1}\right)}^{\left(x+y+1\right)}}\begin{array}{c}\hfill C\left(y\le {y}_{\min}\Big|x\right)={\displaystyle \sum_{y=0}^{y\le {y}_{\min }}p\left(y\Big|x\right)}\hfill \\ {}\hfill D\left(y\ge {y}_{man}\Big|x\right)={\displaystyle \sum_{y\ge {y}_{\max}}^{\infty }p\left(y\Big|x\right)}\hfill \end{array} $$

where x and y represent normalized expression levels, and the N1 and N2 represented total sequence read count for a given miRNA from the infected and control small RNA libraries, respectively. A specific miRNA was deemed to be significantly differentially expressed when the *P*-value was <0.01, and there was at least a 2-fold change in normalized sequence counts across all four replicates. The significant differentially expressed miRNAs identified by both SOAP and miRDeep2 approaches were selected for further target prediction analysis.

### Novel miRNA prediction

To investigate discovery of potentially novel miRNAs, all unmapped reads from the “SOAP-method” were run through Mireap [62], a prediction software that explores secondary structure characteristic, the Dicer cleavage site and the minimum free energy of input sequence reads. The following criteria [83] were used for identifying potentially novel miRNAs from unique sequence reads: 1) aligned to non-annotated regions of a bovine reference genome, 2) folded into hairpin secondary structures (with flanking sequence added) and unique sequence read was present in one arm of miRNA precursor, 3) demonstrated a 2 nt 3'-overhang between the sequence read (presumed miRNA mature strand) and its complementary strand (miRNA*), 4) folded hairpin miRNA precursors lacked large internal loops or bulges, 5) had a free energy of hybridization ≤ −18 kcal/mol as a folded hairpin structure, 6) carried a higher minimal free energy indexes (MFEIs) as a predicted precursor miRNA than other different types of RNAs.

### Target predictions

Differentially expressed miRNAs from the exosomes were further analyzed to predict potential regulatory target transcripts. *Bos taurus* mRNA sequences were downloaded from the NCBI database and input into RNAhybrid software [84] based on a series of rules: 1) no mismatch present between base pairs 1–9 on the 5' end of the miRNA/target RNA duplex, 2) G:U pairing was permitted for up to 3 bases. In addition, we also used Reinhardt et al.’s data [27] gained by analysis of bovine milk exosome proteome infected with *S. aureus* to narrow down the pool of potential targets predicted by computational analysis. Only target sites which were identified by the two approaches were further considered. Using DAVID Bioinformatics Resources 6.7 [85] only predicted targets which were identified by both computational and experimental analysis from infected exosomes were submitted to David Gene Ontology (GO) terms.

## Additional files

Additional file 1:
**Summary (A) of Unique and Total Sequence Reads Counts and Summary (B) of Sequence Identities for Matches to Rfam.** (XLSX 17 kb) Additional file 2:
**Total (A) and Normalized (B) Sequence Counts per Known Bovine miRNA Homolog Group.** (XLSX 73 kb) Additional file 3:
**Analysis Results for Potential Bovine IsomiRs from Milk Exosomes.** (XLSX 259 kb) Additional file 4:
**Identification of Novel Bovine miRNAs Based on Seed Sequence Alignments (A) and Sequence Identity of Novel Bovine miRNAs from BLAST Analysis of miRBase 19 (B).** (XLSX 112 kb) Additional file 5:
**Full Results of EdgeR Differential Expression Analysis of Normalized Sequence Reads Corresponding to Known Bovine miRNAs by miRDeep.** (XLSX 33 kb) Additional file 6:
**Animal Infection and Milk Exosome Data from Staph infected quarters.** Control exosomes came from same quarter prior to infection. (XLSX 9 kb) Additional file 7:
**Full Results of** **SOAP-based** **Differential Expression Analysis of Normalized Sequence Reads Corresponding to Known Bovine miRNAs (Animal/Replicate 1–4).** (XLSX 60 kb) Additional file 8:
**Predicted mRNA Targets of Differentially Expressed miRNAs in Milk Exosomes.** (XLSX 2115 kb) Additional file 9:
**A) List of 219 Genes Encoding Proteins Differentially Expressed (DE) in Milk Exosomes and Predicted Targets of DE miRNAs and B) Gene Ontology Results of DAVID Analysis of 219 mRNA Targets Expressed in Mammary Gland.**

How the deposited data were processed for this re-analysis (not part of the article)

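Milk exosomes of 4 Holstein cows were sampled before and 48 h after intramammary infection with S. aureus, each time from the same gland. The 8 small RNA libraries form 4 control and 4 infected samples, paired by animal according to the sample labels and Additional file 1. The authors deposited 1 list of read counts per library, with a count for each known bovine miRNA name. By the paper's methods, the authors trimmed adaptors with Cutadapt, removed short reads, removed low-quality reads with Sickle and counted reads against bovine miRBase with quantifier.pl of miRDeep2. The counts were not normalized, no replicates were pooled, and the labels do not state which of the paper's 2 counting methods they come from. The 168 of 242 entries of the paper's miRDeep2 results that equalled the counts times 1 factor per library argue for miRDeep2. Read numbers before miRNA counting, infection statistics and the paper's own test results were read from the additional files. Sequence reads, isomiRs, reads without annotation, read lengths and target predictions were not analysed here.

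The libraries held between 37816 and 6145338 miRNA reads, with a median of 126190 in control and 507326 in infected libraries. Shares of a single library carry 95% Wilson intervals, and the smallest share shown by a library was taken as 3 counts. Both cover counting error only.

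The names differed in spelling between libraries. Names were reduced to the miRNA without case, arm and copy suffix, and the maximum over spellings was kept per library, which left 371 miRNAs with at least 1 read. Maximum and sum had been set in advance for precursors of a miRNA, and both were applied to spellings after the names had been seen. The names as deposited, and families joined over their member letters (271 families), were alternatives added after the data had been seen.

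Control and infected libraries were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with upper-quartile normalization, all 371 miRNAs, no block and Benjamini-Hochberg adjustment at 0.05. Alternatives were TMM normalization, library totals without a factor, the bovine-specific reads of Additional file 1 as library size, the Wald test of DESeq2 1.42.0, edgeR's exact test, a filter of at least 10 reads in at least 4 libraries (137 miRNAs), the animal as a replicate block, each library left out in turn, and counts drawn down to 37810 reads per library. The test was checked without a block on simulated counts drawn from the means and sizes of these libraries, with the same dispersion for every miRNA. It made 0 calls in 3 data sets with no change, and no call had the wrong direction. With 200 miRNAs changed 16-fold it recovered 71.5%, and 4.45% of its calls were false.

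Within animals, the 2 libraries were compared with the Audic-Claverie test on read counts and library totals (two-sided, p under 0.01; the formula in the paper's methods takes normalized expression) and at least a 2-fold change of CPM of the miRNA reads, with 0 reads set to 1 CPM. In simulated Poisson counts with no change this called 0 miRNAs in all 4 animals, and it called 13 of 40 miRNAs raised 4-fold. These counts varied between libraries by counting error only, which is what the test assumes. Real libraries of a group differed by far more (lowest chi-square per degree of freedom 13.4), so the simulation gives no rate of false calls for them. Single values of control and infected libraries were compared with two-sided exact permutation tests over the 35 splits of the 8 libraries into 4 and 4, and within animals with exact sign-flip tests, whose smallest p is 0.125. Principal components used log2 of normalized CPM with a pseudocount of 1. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used for these measures.

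The miRNAs named are those that the paper names from its own measurements, those encoded within 10 kb of one another, the marker miRNAs of leukocytes and miR-339a. The rule set in advance covered the paper's miRNAs and up to 5 further miRNAs with an adjusted p under 0.05 and a change in the same direction in all 4 animals, and it gave no further miRNA. The others were chosen after the data had been seen. Coordinates with a sequence are those of Additional file 2A in bosTau6. Genes at a locus and distances between miRNA genes are from the RefSeq annotation of ARS-UCD2.0, and no coordinates were converted between the 2 assemblies.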

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

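All tests in this part were chosen after the values had been seen. In 61 groups of 4 libraries, the highest or lowest library was compared with the other 3, and in 10 groups its gap to the nearest library, relative to the range of the group, exceeded the 95% limit of Dixon's test. About 3.05 such groups are given by chance. In 3 of the 10 the other 3 libraries had 0 reads, so that the gap equals the range by construction, even for 1 read. Without them, 7 of 58 groups remain, against about 2.9 by chance. All values are upper-quartile normalized CPM.

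In 3 cases, control library 4 was the only control library with reads. It had 3.52 CPM of miR-142-5p (5 reads), 0.704 of miR-1246 (1 read) and 4.22 of miR-10a (6 reads). Control library 4 held 80.6% of all control reads. If the rate were equal in the 4 control libraries, the probability that all reads fall in control library 4 would be 0.275 for miR-10a, the lowest of the 3 miRNAs, so the depth of control library 4 is a candidate explanation for these 3 values.

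The other 7 values were miR-142-5p in infected library 1 (489 CPM, others from 129.7 to 182), miR-223 in infected library 1 (123, others from 20.3 to 32.4), miR-30a-5p in infected library 1 (360861, others from 174043 to 201337), miR-296-5p in control library 1 (47.3, others from 21.8 to 25.8), miR-183 in control library 3 (109, others from 372 to 426), miR-26a in control library 3 (28485, others from 39736 to 40520) and miR-99a-5p in infected library 3 (1542, others from 3263 to 3555). When the same reads were scaled by the library total in place of the upper quartile, 1 of these 7 still lay as far from the others, miR-223 in infected library 1. With TMM normalization, 3 did, the values of miR-142-5p, miR-223 and miR-30a-5p in infected library 1. The upper-quartile factor of the library is therefore a candidate explanation for the 4 values that stood apart under neither, while the values of miR-142-5p and miR-30a-5p stood apart under 2 of the 3 scalings. The upper-quartile factor of control library 1 was 0.637 and that of infected library 1 was 0.906, against 1.21 in control library 3 and 1.18 in infected library 3.

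For miR-223 in infected library 1 (55 reads of 493852), the counts of infected library 3 (20 reads of 520487) differed by more than counting error (exact Audic-Claverie test of the 2 libraries, p = 2.5e-05). The bacterial count of animal 1, 2050 colony forming units per ml in the paper's Additional file 6, lay within the range of the other animals, 870 to 11200. No biological explanation for a difference between infected animals was tested.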

How the results depend on the processing

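The alternatives were chosen before the data were examined, except for the names as deposited, those names with edgeR's exact test, and joined families, which were added after the data had been seen. The sum was planned for precursors and applied to spellings once the names had been seen. The cause of a change was not tested unless stated.

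The number of differentially expressed miRNAs was 5 and varied from 0 to 16. It was 0 with bovine-specific reads as library size, 8 with DESeq2, 2 with the filter of at least 10 reads in at least 4 libraries, 16 with the animal as a replicate block, 12 after drawing down and 1 with the names as deposited, and from 3 to 15 across the 8 fits that each left out 1 library. With TMM, library totals and edgeR's exact test it was 6, and with summed spellings and joined families 5. The filter left 137 miRNAs, and miR-142-5p, miR-223 and miR-1246 were not among them. With 50 miRNAs at an unadjusted p under 0.05, the number changed to 17 with bovine-specific reads and 32 after drawing down, and stayed between 34 and 60 otherwise.

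Of the 14 miRNAs of Table 1, 4 had an adjusted p under 0.05. This was 0 with bovine-specific reads, 8 with DESeq2, 2 with the filter, 8 with the replicate block, 7 after drawing down and 1 with the names as deposited, and from 2 to 8 when 1 library was left out.

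Of 507 values of the log2 fold change of the 27 named miRNAs under the alternatives, 442 kept their direction and their side of an adjusted p of 0.05, 21 lost significance, 26 gained it and 18 changed sign. The 4 named miRNAs with an adjusted p under 0.05 kept their sign. Those that changed it were miR-502b (0.64 with bovine-specific reads, 0.12 with the filter, and from -1.36 to 0.043 when 1 library was left out), miR-181b (0.15 with bovine-specific reads, although its fall had an adjusted p under 0.05 with the replicate block, DESeq2, drawing down and 3 of the 8 fits that left out 1 library), miR-30a-5p (0.037 with TMM, 0.79 with bovine-specific reads, 0.12 with the filter), miR-148a (0.32 with TMM, 0.0071 with library totals, 0.93 with bovine-specific reads, 0.014 with DESeq2, 0.37 with the filter, and from -0.48 to 0.081 when 1 library was left out), miR-22-3p (0.045 with the filter), miR-181a (0.54 with bovine-specific reads) and miR-30d (0.17 with TMM, 1.12 with bovine-specific reads, 0.21 with the filter). The share of miRNA in bovine-specific reads differed 18.7 times between libraries, and with this library size the standard error of miR-142-5p rose from 0.88 to 2.00.

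Within animals, 4 miRNAs changed in all 4. The number was 0 with high-quality reads as the total, 2 at 3-fold and 11 at 2-fold with no p, and from 4 to 6 with 1 animal left out.

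The PCA ratio was 0.73 with an exact permutation p of 0.029. It was 0.145 without a log (p = 0.43), 0.670 with each miRNA scaled to unit variance, 0.732 with TMM and 0.579 with the names as deposited (exact permutation p = 0.057 for these 3), and from 0.596 to 1.17 when 1 library was left out, with p of 0.029 in 2 of these 8 exact permutation tests and 0.057 in 6. Pseudocount 10 (0.907), the filter (0.794) and drawing down (1.01) kept an exact permutation p of 0.029.

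The share of miR-148a was 18.7% pooled and 14.3% as the mean of libraries. It was from 13.0% to 19.5% when 1 library was left out, and 13.0% without infected library 2. The number of miRNAs detected fell from 371 to 125 when a read in every library was required. Under the alternatives, the share of the 15 most prevalent miRNAs, the shared top 10, the clustering and the share of miRNA reads moved by less than the spread between libraries or less than 1.5 times. Depth limits miRNAs under about 79.3 CPM, where 3 counts are not reached in the smallest library.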

Differences from the paper's values

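The paper's number of differentially expressed miRNAs is 14, against 5 here. The 2 numbers may not be the same measure, since Additional file 5 has 14 P values under 0.05 as listed and 3 after a Benjamini-Hochberg adjustment over its entries, while here 50 miRNAs had an unadjusted and 5 an adjusted p under 0.05. If the listed P values are unadjusted, the like comparisons are 14 with 50 and 3 with 5. Of the alternatives set before the data were examined, the replicate block (16), leaving out infected library 3 (15) and drawing down (12) gave adjusted numbers within 1.5 times of the paper's 14, and the others did not. This nearness does not explain the gap if the 14 is an unadjusted count.

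The paper's PC1 explains 55.17% of the variability, against 26.3% here. Of the alternatives set before the data were examined, the normalized reads without a log (75.9%) came within 1.5 times, and the others did not. Without a log, PC2 explained 11.9%, against 28.51% in the paper and 21.1% with the log, so no setting came within 1.5 times of both components.

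The paper's log2 fold changes, taken from the additional file of its edgeR results, differed by more than the standard error in 5 miRNAs. For edgeR fits this error is derived from the F statistic. It is unreliable near a fold change of 0 (miR-2313, -0.012 with 6.39) and approximate where a group has few reads, so this is no formal test. The values here are edgeR's fitted fold changes, not ratios of group means. Mean normalized CPM, control and infected, was 0.88 and 233 for miR-142-5p, 0.176 and 36.1 for miR-1246, and 1.06 and 15.7 for miR-10a. Ratios of these means lie close to the paper's values, so a difference of measure is a candidate explanation there. For miR-502b (70.0 and 39.4) the ratio does not, and for miR-378b (29.8 and 3.53) it comes nearer than the fit. For miR-142-5p the paper's value is 8.04 against 6.45 here (standard error 0.88), and of the alternatives set before the data were examined the bovine-specific reads as library size gave 6.53, within its wider standard error, and the others did not. For miR-1246 the paper's value is 7.61 against 5.54 (standard error 1.32). The replicate block (6.37) and leaving out control library 4 (8.14) were within their standard errors, and the other alternatives set before the data were examined were not. Without control library 4 no control read of miR-1246 remains, so 8.14 is a fold over 0 reads and cannot be compared as an estimate. For miR-502b the paper's value is -3.67 against -0.63 (standard error 0.79), and none of the alternatives set before the data were examined closed the gap. The names as deposited gave -3.62 and, with edgeR's exact test, -3.63, and both were chosen after seeing the values. Under the deposited names, bta-mir-502b held 53 control and 8 infected reads, while bta-miR-502b held 7 control and 378 infected reads. The spelling of names is therefore a candidate explanation for the gap of miR-502b.

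For miR-378b the paper's value is -3.31 against -2.33 (standard error 0.98). Of the alternatives set before the data were examined, DESeq2 (-2.26), the replicate block (-2.83), drawing down (-3.57) and 5 of the 8 fits that left out 1 library, from -2.31 to -2.95, were within their standard errors, and the others were not. The names as deposited (-2.70), chosen after seeing the values, also were. edgeR's exact test gives no standard error. With the names as deposited, chosen after seeing the values, its value of -2.45 lay within the 0.98 of the fit without a block. For miR-10a the paper's value is 3.91 against 2.60 (standard error 1.19). Of the alternatives set before the data were examined, TMM (2.92), bovine-specific reads (2.55), DESeq2 (2.64), drawing down (2.30) and leaving out control library 4 (7.38) or infected library 2 (2.67), 3 (2.97) or 4 (2.79) were within their standard errors, and the others were not. The names as deposited (2.74), chosen after seeing the values, also were. The 7.38 without control library 4 is again a fold over 0 control reads and cannot be compared as an estimate.

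The paper defines its differentially expressed miRNAs by a corrected P value. Of the 14 in Table 1, 4 had an adjusted p under 0.05 in edgeR here, and 8 did with the animal as a replicate block. The paper lists miR-27b among the top 10 miRNAs of both groups, and here it ranked 12 in the control libraries, while miR-21 ranked 8 in both. The paper lists miR-223 and miR-2285g-3p as changed in both of its analyses. Here miR-223 had reads only in infected libraries (1 read in animal 4) and its rise was not detectable in animals 2, 3 and 4 on their own. miR-2285g-3p had lower CPM in all 4 animals (0 reads in infected library 4). On read counts, where the paper's formula takes normalized expression, the exact Audic-Claverie p was under 0.01 in animal 1 for miR-223 and in no animal for miR-2285g-3p. The paper reports lower miR-15b after infection, and here it had a log2 fold change of 0.75 (standard error 0.74). No fall was detectable within an animal, since the infected library of animal 4 had 0 reads and the control level there (39.7 CPM) lay under the 72.2 CPM that 3 counts correspond to.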

Other observations

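The tests in this part were put to their patterns after these had been seen. Some, such as the PCA after drawing down and edgeR's exact test, had been set as alternatives before the data were examined. For GC content, the criterion was set before its correlation was computed.

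The comparison of infected and control libraries was repeated on other splits of the 8 libraries into 4 and 4. The real split parts all 4 pairs of libraries of the same animal, and 8 of the 35 splits do so. Among these 8, 1 split, the real one, gave as many as 5 miRNAs with an adjusted p under 0.05 (the other 7 gave 0 to 3), 1 gave as many as 50 with an unadjusted p under 0.05 (the others 21 to 42), and 1 gave as many as 4 miRNAs of Table 1 (the others 0). With 8 splits, the share cannot be lower than 0.125, so this comparison cannot reach a p under 0.05 whatever the effect of infection. Of the 27 splits that kept 1 or more pairs together, 2 gave 5 or more miRNAs with an adjusted p under 0.05, 1 gave 50 or more with an unadjusted p under 0.05 and 0 gave 4 or more of Table 1. The 14 miRNAs were selected by the paper on these same libraries.

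The P values of Additional file 5 under 0.05 number 14, the same as the miRNAs of Table 1. After a Benjamini-Hochberg adjustment over its 242 entries, 3 would remain under 0.05, which suggests that the listed values are unadjusted.

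Spelling of names affected the test of miR-296-5p, which was listed with its arm in the control libraries only (43 reads), and the infected libraries listed 45 reads under the spelling without an arm. With the names as deposited its log2 fold change was -8.09 (adjusted p = 0.066 from edgeR's quasi-likelihood test and 0.0079 from edgeR's exact test). Joined, miR-296-5p fell by 2.38 on the log2 scale (standard error 0.81, adjusted p = 0.18 from the quasi-likelihood test and 0.075 from the exact test of edgeR), so the call by the exact test did not remain once the spellings were joined. A fall was not detectable in animal 4, where infected library 4 had 0 reads, and control library 3 had 1 read. For miR-339a, counting both members of the family together changed the log2 fold change from -10.03 to -0.12 (adjusted p = 0.95 from edgeR), and reads listed under the name of the other member are a candidate explanation.

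Depth was tested as an explanation for 3 patterns. For miR-223, with 0 reads in 1499203 control reads, 36.1 reads would be expected at the lowest rate of the infected libraries (24.1 CPM in infected library 4, which rests on 1 read), but this was 4.00, 2.08, 0.91 and 29.1 reads in control libraries 1 to 4. Shallow sequencing is an unlikely explanation for control library 4, if that rate holds, and is not excluded for control libraries 1 to 3. For the PCA, the ratio of between-group to within-group sum of squares was 1.01 after drawing every library down to the same number of reads (exact permutation p = 0.029), so unequal depth does not account for the separation. For the number of miRNAs detected, the range over libraries shrank from 176 to 17 after drawing down, and depth is a candidate explanation for the range.

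A hypothesis is that RNA of leukocytes in infected milk is a source of miR-142-5p and miR-223. The paper's Additional file 6 gives somatic cell counts of 6000 to 25000 before and 3650000 to 5580000 after infection. A list of 4 other leukocyte marker miRNAs was written down before its test and after the counts had been seen. Their log2 fold changes were 2.40 for miR-146a, 2.28 for miR-150, 1.09 for miR-155 and 0.20 for miR-342. The direction was not detectable in every animal, since miR-150 had 0 reads in control libraries 1 to 3, miR-155 in control library 2 and miR-146a in control library 3, where the infected levels lay under what 3 counts can show in these control libraries. None had an adjusted p under 0.05 in edgeR (0.35 to 0.86). The median of 1.68 lay at the 99.7th percentile of 10000 random lists matched on mean expression. The median lay between 1.74 and 2.05 with TMM, library totals, DESeq2 and the replicate block. This is consistent with leukocyte RNA in these libraries, and neither a change of expression in mammary cells nor the route into exosomes was tested.

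The paper does not report on miRNAs encoded side by side. In the ARS-UCD2.0 annotation, 37 pairs of miRNAs with 100 or more reads and a single locus lay within 10 kb of each other. Their log2 fold changes differed by 0.89 on average, against 1.28 for randomly assigned fold changes (permutation test, p = 0.069), so a tendency of neighbours to change together cannot be told apart from chance. The pair with the largest difference was miR-183 and miR-182, on chromosome 4 at 93596158 to 93596227 and 93591424 to 93591534. miR-183 rose (log2 fold change 2.54) while miR-182 had -0.86 (standard error 0.42, adjusted p = 0.36 from edgeR), with a sign that flips to 0.41 when bovine-specific reads are the library size. Within a library, where no scaling enters, there were 109.5, 78.5, 147 and 30.2 reads of miR-182 per read of miR-183 in the control libraries and 3.89, 10.9, 22.0 and 8.76 in the infected libraries of animals 1 to 4. The log2 ratio fell from 6.25 ± 0.95 to 3.25 ± 1.03 (SD, n = 4, two-sided exact permutation test, p = 0.029, adjusted p = 0.21 over the 37 pairs), and it fell in 4 of 4 animals. A p of 0.029 is the smallest that 4 libraries against 4 allow, and 2 of the 37 pairs reached it. The adjusted p could therefore hardly fall under 0.05, whatever the effect. miR-96, the third member of this cluster, had a log2 fold change of 0.07. The ratio of miR-183 to miR-96 rose in 4 of 4 animals (two-sided exact permutation test, p = 0.029, adjusted p = 0.21), with 0 reads of miR-96 in control library 3. Across 170 miRNAs, which are not independent replicates, GC content of the mature miRNA was unrelated to the log2 fold change (Spearman rho 0.072, permutation p = 0.35, Pearson r 0.0069, permutation p = 0.93), so GC content is an unlikely explanation. The neighbours let-7e and miR-99b also differed. With the animal as a replicate block, let-7e fell (log2 fold change -1.35, adjusted p = 0.018 from edgeR) and miR-99b rose (1.62, adjusted p = 0.0048 from edgeR). Their ratio fell in 4 of 4 animals (two-sided exact permutation test, p = 0.057), but let-7e had 0.64 with bovine-specific reads. Unequal change of miRNAs of one cluster, as by release of particular miRNAs into exosomes or by another cell of origin, is a hypothesis that these counts could not decide.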
